A study of Mus musculus with 18 samples.

How the data were processed

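Endothelial cells were sorted from the cortex of adult mice as CD31-positive, CD41-negative and CD45-negative cells, per the labels' protocols, and ultra-low-input mRNA libraries were made with a SMART-Seq PLUS kit and sequenced as read pairs on an Illumina NovaSeq X Plus instrument. MCAO is middle cerebral artery occlusion, a surgical model of ischaemic stroke, and sham mice are its controls. ECKO stands for a deletion restricted to endothelial cells, made with floxed Hdac2 or Ezh2 alleles and a tamoxifen-inducible recombinase under the Cdh5 promoter. Tamoxifen was given at 75 mg per kg, and cells were taken on day 7 after the occlusion. The 18 libraries fell into 6 groups of 3 by their titles, which also gave the replicate numbers: sham ipsilateral, sham contralateral, MCAO ipsilateral, MCAO contralateral, Hdac2 ECKO with MCAO ipsilateral, and Ezh2 ECKO with MCAO ipsilateral. The labels gave no batch, and they did not say whether the ipsilateral and contralateral libraries with the same number came from the same mouse.

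The deposited values were counts per gene for 21638 genes on chromosomes 1 to 19 and X. The name of the deposited table calls them normalized, but the values were whole numbers with totals from 25791401 to 57576255 per library. Between 77.3% and 89.4% of the counts from 1 to 20 in a library were even, as happens when both mates of a read pair are counted and no scaling follows. They were therefore treated as unscaled counts. The authors' aligner, counting tool, strand setting, annotation and genome build were not stated in the labels or the file header. Of 21636 distinct symbols in the table, 21442 were found in GENCODE M21 (mouse build GRCm38), all on the same chromosome and overlapping the gene there. For 21341 of them the annotated start was the deposited start plus 1, so coordinates below are on GRCm38, counted from 1. A total of 0 columns of per-sample values were left without a sample. The deposited table gives 1 value per gene, so levels of single exons, including those between loxP sites, were not analysed here.

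Each comparison was tested with edgeR 4.0.16 in R 4.3.3, by its quasi-likelihood F-test with TMM scaling, in a single fit of the 6 group means to all 18 libraries, so that the groups shared one estimate of the spread. The written design named limma for normalized values and edgeR for whole counts, and the edgeR branch applied. Genes with a count of at least 10 in at least 3 libraries were kept, which left 17094 genes. An adjusted p-value is a Benjamini-Hochberg value over those genes unless another family is named, and a gene was called at an adjusted p-value under 0.05. The standard error (SE) of a log2 fold change was taken as its size divided by the square root of the F statistic. Levels are given as CPM, the count of a gene as a share of the TMM-scaled library total times 1e6, as mean ± SD over the 3 libraries of a group. Over all genes the common biological coefficient of variation was 0.774. Gene lists were tested with fry, a two-sided rotation test in limma 3.58.1, with adjustment over 112 tests (14 lists by 8 comparisons). Single values per library were compared with two-sided exact permutation tests, whose smallest possible p with 3 against 3 libraries is 0.1.

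The groups, designs, gene lists, the rule for named genes and most alternatives were fixed before the data were examined. The rule named Hdac2 and Ezh2. For MCAO ipsilateral against sham ipsilateral, against MCAO contralateral, and for each deletion against MCAO ipsilateral, it then named up to 3 genes that rose and 3 that fell by the largest log2 fold change, among called genes with no overlap between groups and a mean count of at least 50 in one group. Last, it named from each gene list up to 2 called genes with the smallest adjusted p-value in those comparisons. Genes named outside this rule were chosen after their values were seen, and this is stated where they appear. Added after the values were seen were the use of unadjusted p-values to select occlusion genes, corrections for background reads, GC content and feature length, thinning to equal depth, halved counts, RLE factors, limma-trend with a pseudocount of 1, and voom without weights. A list of immediate early genes, a list of red cell genes other than the globins and a group of 12 repeat-like predicted genes were also added then, as were covariates made from the blood cell markers and the immediate early genes, shuffles of the background levels, and the test over both sides with its variants.

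The depth set what could be seen. A floor of 3 counts corresponded to between 0.0521 and 0.116 CPM, depending on the library. Intervals (Wilson, 95%) and floors cover counting error only, since reads without molecular identifiers are not independent molecules and both mates were counted. The test was tried on simulated counts drawn with the means, library sizes and dispersions of the real genes. With 200 genes changed by a log2 value of 2, 20.5% were called, and 38.1% of those at 10 CPM or more, with 3 false calls among 16498 genes. With a log2 value of 3, 42.0% were called, and 86.2% at 10 CPM or more, with 4 false calls among 16501 genes. With no true change, 0 of 16527 genes were called. Alternatives were DESeq2 1.42.0, limma on scaled or quantile-normalized log2 counts with several pseudocounts, voom, other filters, fits of only the groups compared, a replicate block, marker and background covariates, and leaving out each library. edgeR uses no pseudocount of the kind listed, so those alternatives were run through limma.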

Results

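Messenger RNA was sequenced from cortical endothelial cells of sham mice, of mice with an occluded middle cerebral artery (MCAO), and of occluded mice labelled as lacking Hdac2 or Ezh2 in endothelial cells. Hdac2 encodes a histone deacetylase, and Ezh2 encodes the methyltransferase of Polycomb repressive complex 2. Sham and MCAO mice gave libraries from the side of the occlusion (ipsilateral) and from the opposite side (contralateral), and both deletions gave ipsilateral libraries. Each of the 6 groups had 3 libraries. Total counts ran from 32563872 to 39071573 in sham ipsilateral, from 29451282 to 48093318 in sham contralateral, from 40711581 to 51313194 in MCAO ipsilateral and from 25791401 to 57576255 in MCAO contralateral. They ran from 31008561 to 45186120 in the libraries labelled Hdac2 ECKO and from 26343356 to 38055895 in those labelled Ezh2 ECKO. Between 15428 and 20940 genes had a count above 0 in a library.

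The libraries also differed within groups. Correlations of log2 levels between any 2 libraries, across genes, ran from 0.763 to 0.964, with a median of 0.942 within groups and 0.920 between groups. MCAO contralateral replicate 1 had the lowest median correlation with the other libraries, 0.802. Counts on 1466 olfactory and vomeronasal receptor genes, taken after the values were seen as a measure of diffuse background, ranged from 152 CPM in MCAO contralateral replicate 3 (95% interval 148 to 155) to 2083 CPM in Ezh2 ECKO replicate 2 (2066 to 2100). For this background, CPM is a share of the unscaled library total. Over the 18 libraries this background fell with the total count (Pearson r −0.895, Spearman rho −0.917). It also followed the first principal component of the levels, which held 32.7% of the variance (r 0.985, rho 0.969). Both were among 3 relations computed, and each permutation p was 1e-05 before and after adjustment, the smallest that 100000 resamples can give. Without the 2 libraries farthest from the median of the first-named measure, r was −0.863 and 0.967, and with group means removed it was −0.904 and 0.988. The labels give no batch within which to recompute these relations. Its group mean was 231 ± 71.9 CPM in MCAO ipsilateral, 387 ± 227 in Hdac2 ECKO and 984 ± 966 in Ezh2 ECKO (SD, n = 3 each). Whether background differed between groups could not be settled with 3 libraries each (exact permutation p from 0.2 to 1 in 5 comparisons, unadjusted, where 0.1 is the smallest possible).

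The globin genes Hba-a1, Hba-a2, Hbb-bs and Hbb-bt took 4.81% ± 1.00 of the counts in MCAO ipsilateral libraries, 5.15% ± 2.48 in sham ipsilateral, 9.70% ± 2.13 in sham contralateral and 7.35% ± 4.64 in MCAO contralateral (SD, n = 3 each). In the libraries labelled Hdac2 ECKO the share was 15.0% ± 8.28, and in those labelled Ezh2 ECKO it was 0.0313% ± 0.0299, where the highest library had 0.0653% (95% interval 0.0645 to 0.0662). The Ezh2 ECKO values lay below all 3 MCAO ipsilateral values (exact permutation p 0.1, the smallest possible; 0.35 after adjustment over 7 comparisons). These genes are near-identical in pairs, so the split of reads between members of a pair is uncertain, while their sum is less affected.

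**Figure D1:**
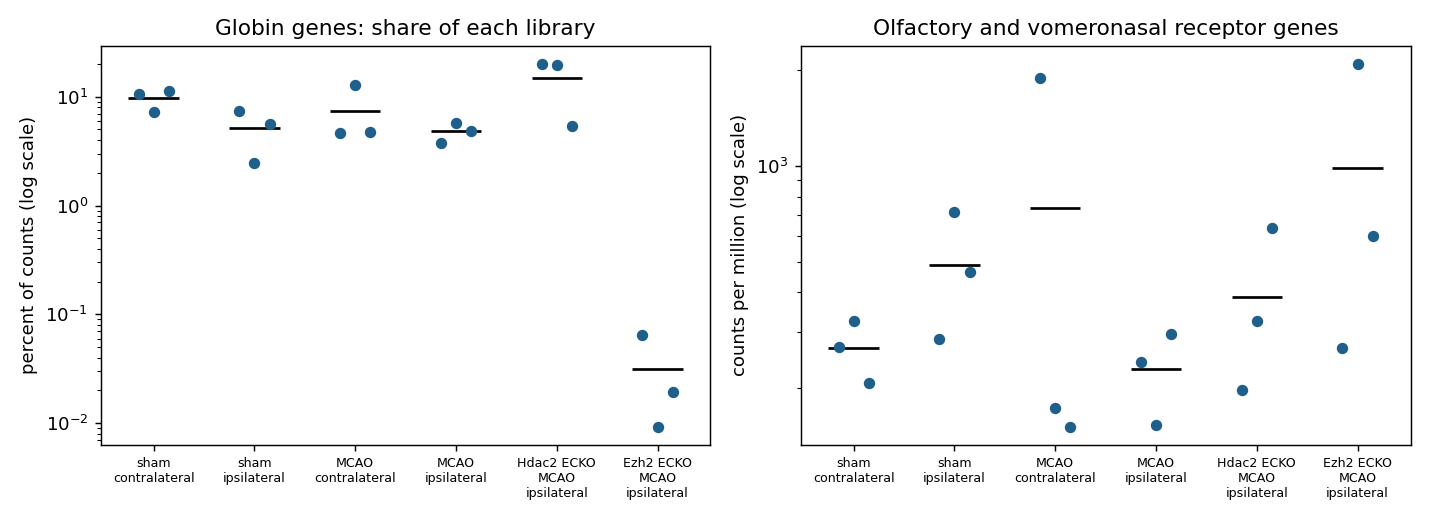
Share of counts on 4 globin genes (left, percent) and counts on 1466 olfactory and vomeronasal receptor genes (right, CPM of the unscaled library total), both on log axes, with a point per library and a bar at the mean of the 3 libraries in a group. Globin shares in the libraries labelled Ezh2 ECKO lie between 0.00932% and 0.0653%, below those of the other libraries, while the receptor counts spread within groups, from 268 to 2083 CPM in Ezh2 ECKO.

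The deleted genes were examined first, as a check of the labels. Hdac2 (chromosome 10, 36974544 to 37001889, plus strand) stood at 76.8 ± 16.8 CPM in the libraries labelled Hdac2 ECKO and 82.9 ± 14.0 CPM in MCAO ipsilateral libraries (SD, n = 3 each). Its log2 fold change was −0.11 ± 0.32 (SE), with an adjusted p-value of 0.925. Its single libraries gave 57.6, 85.0 and 87.9 CPM under the Hdac2 ECKO label, and 68.2 to 96.1 CPM in MCAO ipsilateral. Ezh2 (chromosome 6, 47530139 to 47595341, minus strand) stood at 13.4 ± 5.76 CPM in the libraries labelled Ezh2 ECKO and 6.44 ± 1.77 CPM in MCAO ipsilateral libraries, a log2 fold change of 1.05 ± 0.86 with an adjusted p-value of 0.485. All 3 libraries labelled Ezh2 ECKO (8.41, 12.0 and 19.7 CPM) were above the MCAO ipsilateral libraries (4.45 to 7.85 CPM). Neither gene fell past the spread between replicates in the libraries labelled as its deletion. The values cover the whole gene, and transcripts that lack only the floxed exons would still be counted. In other groups, Hdac2 stood at 89.8 ± 17.9 CPM in sham ipsilateral, 112 ± 30.8 in sham contralateral, 86.2 ± 24.8 in MCAO contralateral, and in Ezh2 ECKO it was at 118, 140 and 156 CPM in the 3 libraries. Ezh2 stood at 8.85 ± 3.67, 6.32 ± 5.00 and 10.2 ± 7.18 CPM in sham ipsilateral, sham contralateral and MCAO contralateral, and 8.27 ± 9.68 in Hdac2 ECKO. The directions below rest on these labels.

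**Figure D2:**
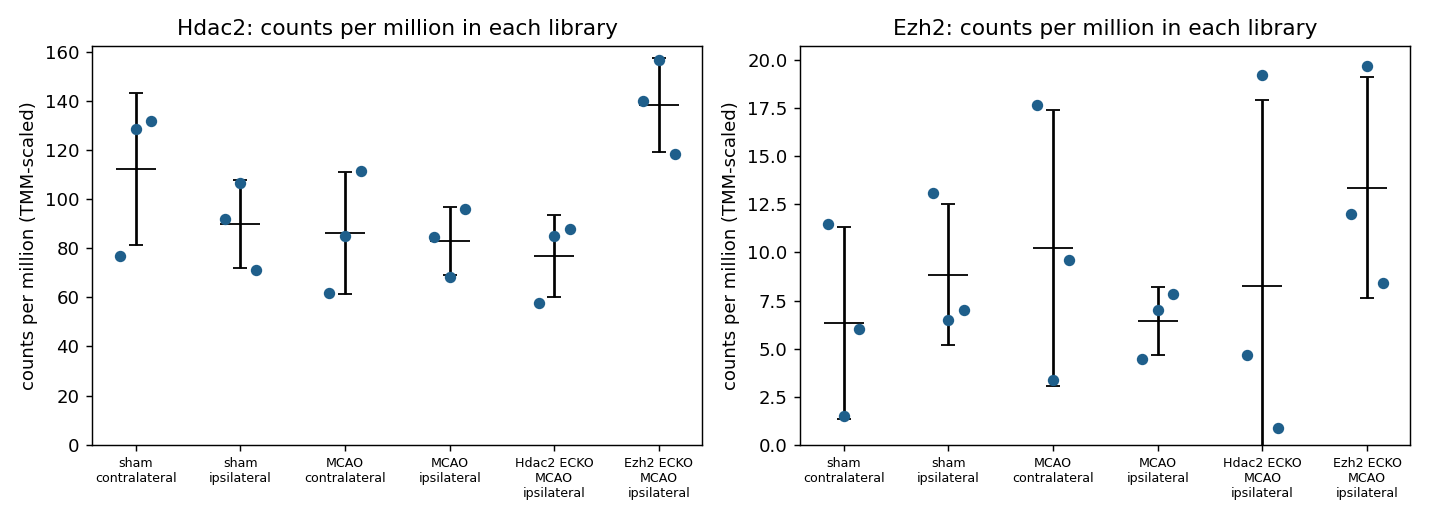
TMM-scaled CPM of Hdac2 (left) and Ezh2 (right) in each of the 18 libraries, with bars at the mean and SD of the 3 libraries in a group. Hdac2 is at 57.6 to 87.9 CPM in the libraries labelled Hdac2 ECKO against 68.2 to 96.1 in MCAO ipsilateral, and Ezh2 is at 8.41 to 19.7 CPM in the libraries labelled Ezh2 ECKO against 4.45 to 7.85.

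The effect of the occlusion on the injured side was taken from MCAO ipsilateral against sham ipsilateral libraries. A total of 0 of 17094 genes had an adjusted p-value under 0.05 in edgeR's quasi-likelihood test, and the smallest was 0.125. At an unadjusted p-value under 0.05 there were 1210 genes (729 higher, 481 lower), where 854.7 would be expected by chance. The alternative that moved this count most was voom with sample weights, which called 1273 genes. MCAO ipsilateral against MCAO contralateral also gave 0 genes (526 at an unadjusted p-value under 0.05), as did MCAO contralateral against sham contralateral (754) and sham ipsilateral against sham contralateral (317), the background side difference without occlusion. Whether the side difference depended on the occlusion was tested as an interaction, which called 0 genes (578 unadjusted). At this depth and replication, a log2 change of 2 was called in 38.1% of simulated genes at 10 CPM or more, so changes of that size were often not detectable. Across 7814 genes with a mean of at least 10 CPM, the log2 changes of MCAO against sham correlated between the 2 sides (r 0.48, rho 0.43). The side differences in MCAO and sham did not (r −0.07). Genes are not independent replicates.

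Because the changes on both sides resembled each other, MCAO was compared with sham over both sides together, a test chosen after the separate results were seen. It called 26 genes (21 higher, 5 lower; 1554 at an unadjusted p-value under 0.05), with a smallest adjusted p-value of 0.00635. All 26 changed in the same direction on both sides, which selection by the mean of both sides favours, and 19 had no overlap between the 6 MCAO and 6 sham libraries. With the 2 sides of each replicate number summed to 1 sample, 7 of the 26 kept an adjusted p-value under 0.05. Chosen after their values were seen, Ch25h rose by 2.73 ± 0.39 on the log2 scale (SE, adjusted p-value 0.00647) and Lcn2 by 4.04 ± 0.70 (0.0230). Scgb3a1 rose by 3.06 ± 0.58 (0.0314), and Nrep fell by 1.33 ± 0.22 (0.0187). With the sides summed, Ch25h, Lcn2 and Scgb3a1 passed and Nrep did not (0.102). Genes of near-identical pairs in this set, such as Hspa1a with Hspa1b and Gng10 with Gm20503, are uncertain.

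**Figure D3:**
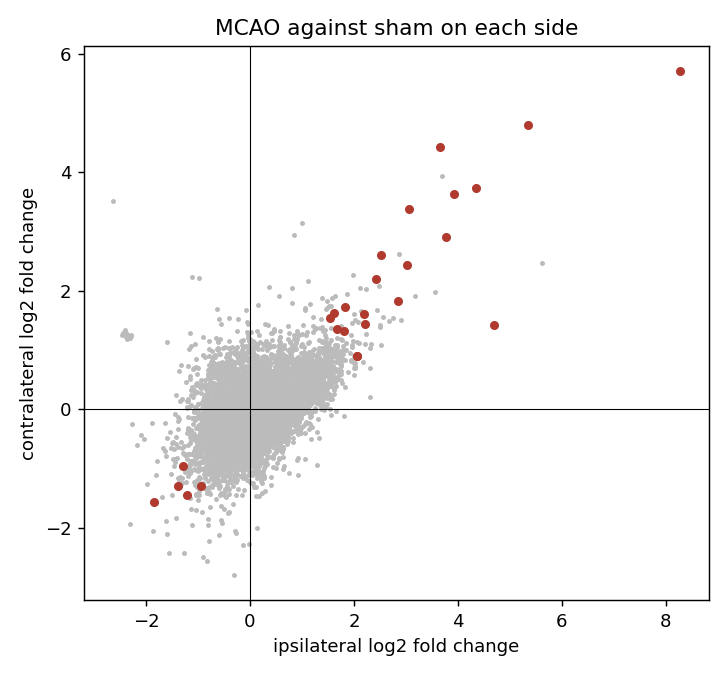
Log2 fold change of MCAO against sham on the ipsilateral side (horizontal) and on the contralateral side (vertical), with a point per gene with a mean of at least 10 CPM (7814 genes in grey) and, in red, the genes called over both sides together (26). The red points, selected on the mean of both sides, lie in the quadrants where both sides changed in the same direction, and the correlation across all genes shown is 0.48.

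Deletion of Hdac2 on the injured side was addressed by the libraries labelled Hdac2 ECKO against MCAO ipsilateral. The test called 2 genes, both higher, with 1683 at an unadjusted p-value under 0.05 (788 higher, 895 lower). Nr4a2 (chromosome 2, 57106830 to 57124003, minus strand) stood at 209 to 328 CPM in single libraries against 26.3 to 47.9, a log2 fold change of 2.85 ± 0.41 (SE) with an adjusted p-value of 0.0109. Nr4a1 (chromosome 15, 101254269 to 101274795, plus strand) stood at 213 ± 49.5 CPM against 47.8 ± 2.66, a log2 fold change of 2.15 ± 0.33 with an adjusted p-value of 0.0147. For both, the 2 groups did not overlap, as held for 19.9% of all tested genes, where chance gives 10%. Both are immediate early genes, and 18 of 20 other immediate early genes were also higher in these libraries. The count was moved most by DESeq2, which called 239 genes (100 higher, 139 lower).

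Deletion of Ezh2 was addressed in the same way and gave 250 called genes, 39 higher and 211 lower, with 3287 at an unadjusted p-value under 0.05. The groups did not overlap in 249 of the 250, against 29.0% of all tested genes. DESeq2 moved the count most, to 1617 genes, while 11 of the 250 kept an adjusted p-value under 0.05 with the background level as a covariate and 53 with the GC trend of each library removed. The median log2 change of all genes was 0.17 under TMM scaling and 0.36 under RLE scaling. Of the genes that rose most, Adamts5 (chromosome 16, 85856173 to 85901828, minus strand) stood at 3.75 ± 3.65 CPM against 0.153 ± 0.0938, a log2 fold change of 4.59 ± 1.04 (SE; adjusted p-value 0.0373). Pcdhb16 (chromosome 18, 37477814 to 37483038, plus strand) stood at 16.1 ± 6.61 CPM against 1.29 ± 0.613, or 3.64 ± 0.90 (0.0460). It belongs to a cluster of similar protocadherin genes and is uncertain. The gene 3830403N18Rik (chromosome X, 56136572 to 56153498, plus strand) stood at 193 ± 30.5 CPM against 29.9 ± 10.8, or 2.69 ± 0.56 (0.0291). Of those that fell most, Ly6k (chromosome 15, 74796874 to 74799986, minus strand) had 0 counts in all 3 libraries labelled Ezh2 ECKO against 8.50 ± 6.92 CPM. Its mean was at least 102-fold lower (0.0291), but MCAO ipsilateral replicate 3 had only 0.574 CPM (24 counts), so this bound holds for the mean only. Lipt2 (chromosome 7, 100159277 to 100161365, plus strand) also had 0 counts there against 3.82 ± 0.866 CPM, at least 45.9-fold lower (0.0208). Gpr17 (chromosome 18, 31942997 to 31949636, minus strand) stood at 0.0755 ± 0.0870 CPM against 17.3 ± 16.1, a log2 fold change of −7.79 ± 1.62 (0.0291). In sham ipsilateral libraries, Adamts5 stood at 4.78 CPM, Ly6k at 0.288 and Gpr17 at 2.05, nearer to the Ezh2 ECKO than to the MCAO ipsilateral level. There, Pcdhb16 (4.65) and 3830403N18Rik (16.3) were nearer to MCAO ipsilateral, and Lipt2 (1.89) lay in between.

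Among the gene lists, called genes were found for canonical Wnt signalling, the blood-brain barrier, inflammatory adhesion, endothelial markers and blood cell markers in the libraries labelled Ezh2 ECKO. For Wnt signalling, Ctnnb1 (chromosome 9, 120929216 to 120960507, plus strand) rose from 642 ± 195 to 1734 ± 394 CPM, a log2 fold change of 1.43 ± 0.31 (SE, adjusted p-value 0.0324). Tspan12 (chromosome 6, 21771395 to 21852515, minus strand) rose from 131 ± 12.7 to 345 ± 104 CPM, or 1.39 ± 0.31 (0.0356). For the barrier, Slc3a2 (chromosome 19, 8706882 to 8723369, minus strand) went from 554 ± 154 to 175 ± 50.7 CPM, or −1.67 ± 0.36 (0.0324). Bsg (chromosome 10, 79704491 to 79711969, plus strand) went from 22805 ± 8930 to 3173 ± 695 CPM, or −2.85 ± 0.66 (0.0379). For inflammatory adhesion, Lcn2 (chromosome 2, 32384633 to 32388252, minus strand) went from 50.5 ± 16.1 to 0.792 ± 1.32 CPM, or −5.99 ± 1.09 (0.0208). Nfkbia (chromosome 12, 55489410 to 55492647, minus strand) went from 921 ± 348 to 287 ± 28.1 CPM, or −1.68 ± 0.42 (0.0479). The endothelial marker Ly6c1 (chromosome 15, 75044018 to 75048830, minus strand) went from 14514 ± 4193 to 3550 ± 863 CPM, or −2.03 ± 0.42 (0.0291). The globin genes Hba-a1 (chromosome 11, 32283511 to 32284465, plus strand) and Hba-a2 (32296489 to 32297298) changed by −7.15 ± 0.88 and −7.22 ± 0.86, both with an adjusted p-value of 5.3e-04. Sham ipsilateral libraries stood nearer to Ezh2 ECKO than to MCAO ipsilateral for Ctnnb1 (1263 CPM), Slc3a2 (211), Bsg (7922), Lcn2 (2.49), Nfkbia (515) and Ly6c1 (5767). These differences thus also reflect the level in MCAO ipsilateral. For Tspan12 (147) and the 2 globin genes, sham ipsilateral was nearer to MCAO ipsilateral.

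**Figure D4:**
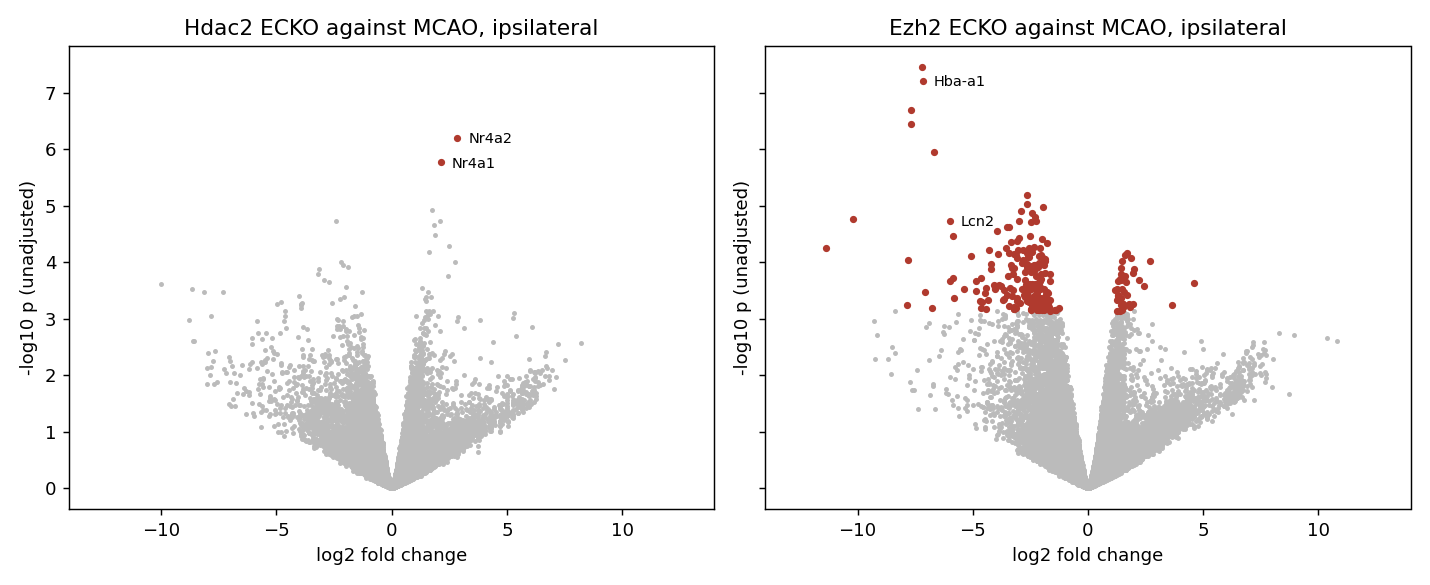
Log2 fold change (horizontal) and −log10 of the unadjusted p-value (vertical) of all 17094 tested genes in the libraries labelled Hdac2 ECKO (left) and Ezh2 ECKO (right) against MCAO ipsilateral, with called genes in red. There are 2 called genes on the left and 250 on the right, of which 211 lie to the left of 0.

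The call lists of the deletions shared 0 genes, which does not itself show a difference, so the libraries labelled Hdac2 ECKO and Ezh2 ECKO were compared directly. This called 21 genes, 20 higher and 1 lower under the Hdac2 ECKO label, with 1916 at an unadjusted p-value under 0.05. Of the 21, 15 were also called for Ezh2 and 0 for Hdac2. Against MCAO ipsilateral, 16 changed in opposite directions, which selection for a difference favours. Across the 7814 genes with a mean of at least 10 CPM, the log2 changes of the 2 deletions correlated at r 0.60. Both were taken against the same MCAO ipsilateral libraries, which alone gives a positive correlation, so this r does not show a shared effect. The smallest adjusted p-value was 3.4e-05 for Hba-a2, whose log2 difference was 9.34 ± 0.94 (SE).

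Of 112 gene list tests, 2 passed an adjusted p-value of 0.05 in fry. The blood cell markers were lower in Ezh2 ECKO (mean log2 change −5.39, 1 of 8 genes higher, adjusted p-value 0.00277) and higher in Hdac2 ECKO than in Ezh2 ECKO (6.15, 7 of 8 higher, 0.00277). The inflammatory adhesion genes did not pass. Their mean log2 change was 1.59 in MCAO against sham ipsilateral (21 of 24 higher, 0.0951), −1.11 in Ezh2 ECKO (6 of 24 higher, 0.0922), and 0.93 in Hdac2 ECKO against Ezh2 ECKO (20 of 24 higher, 0.0922). The barrier genes as a list did not change in Ezh2 ECKO past the threshold (mean log2 change −0.07, 17 of 28 higher, 0.844). Relative to the median of all genes their mean change was −0.25, with 12 of 28 above that median. Wnt signalling genes in Ezh2 ECKO changed by 0.53 (19 of 26 higher, 0.131), or by 0.36 relative to the median of all genes, and this relative change was 0.34 to 0.36 under RLE, quantile and DESeq2 scaling. Adjusted over the list alone instead of all genes, 10 of the 24 inflammatory adhesion genes passed in MCAO against sham ipsilateral, against 0. In Ezh2 ECKO, 8 of 26 Wnt genes passed against 4, 8 of 28 barrier genes against 2, and 6 of 24 inflammatory adhesion genes against 2. Of the Polycomb target list, 13 of 34 genes were expressed enough to test. In Ezh2 ECKO they did not pass in fry (mean log2 change 0.72, 8 of 13 higher, adjusted p-value 0.56). The test alternative that moved the number of passing lists most was camera, which compares a list with the other genes and passed 23.

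Whether the deletions moved occlusion genes back toward sham was measured by holding out each MCAO ipsilateral library in turn, so that occlusion and deletion effects shared no library. At an adjusted p-value under 0.05 there were 0 occlusion genes in each of these, so genes with an unadjusted p-value under 0.05 were used, 959, 460 and 1473 in the 3 rounds. In the libraries labelled Hdac2 ECKO, 77.8% ± 10.2 of them moved toward sham (SD over the 3 rounds), against 62.7% of all tested genes. For Ezh2 ECKO it was 86.4% ± 5.44 against 69.9%. The SDs do not cover the sampling of the sham and deletion libraries, which all rounds shared, and no test was made. The MCAO ipsilateral libraries also shared a GC trend. The Spearman correlation across genes of GC content with a library's deviation from the mean of all libraries was 0.303 to 0.377 in them, against −0.407 to −0.0440 in the libraries labelled Ezh2 ECKO and −0.278 to 0.167 in those labelled Hdac2 ECKO. It was not particular to them, since sham ipsilateral replicate 1 (0.363) and MCAO contralateral replicates 2 and 3 (0.349 and 0.348) had values in the same range.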

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

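Apart from the splits of libraries, the tests in this part were chosen only after the pattern was seen, those of background, GC content, length and library size also after their own result was seen.

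The libraries labelled Hdac2 ECKO and Ezh2 ECKO differed directly from each other in 21 genes, 20 of them higher under the Hdac2 ECKO label, and 1916 genes had an unadjusted p-value under 0.05. What set this result apart was that 2 groups with the same occlusion, each compared with the same MCAO libraries, differed in a test of the difference itself. Chosen after their values were seen, the 4 genes of this set with the smallest adjusted p-values were Hba-a2 (log2 difference 9.34 ± 0.94, adjusted p-value 3.4e-05), Hba-a1 (9.14 ± 0.96), Hbb-bs (9.54 ± 1.10) and Hbb-bt (9.56 ± 1.14). Other members, such as S100a6 (3.73 ± 0.62), Sncg (2.76 ± 0.50) and Alpl (2.03 ± 0.38), are not on the list of blood cell markers.

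Of the 21 genes, 19 still had an adjusted p-value under 0.05 with the background level as a covariate, 18 after each library's GC trend was removed, 19 after the length trend was removed and 20 after thinning to the smallest total. The length and size corrections moved the values little, so genes that pass after them do not rule these causes out. The GC correction was able to remove calls, since it left 53 of 250 in Ezh2 ECKO against MCAO ipsilateral. The 18 genes that passed after it here argue against GC content as the cause of those 18. With the mean of the blood cell markers as a covariate, 1 of the 17 genes outside that list passed. That mean lay almost wholly between the groups (90.3% of its variance), so the fit could not part it from the labels; the limit of 80% for such a covariate was set after this was seen. Of the 4 splits of the 6 libraries that part all 3 same-numbered pairs, 1, the real one, gave as many genes, and the highest of the others gave 4. The design cannot bring that share under 0.05. Different amounts of RNA from blood cells in the sorted fractions may account for part or all of the 20 genes higher under the Hdac2 ECKO label. For these 20, a biological difference between the deletions cannot be told apart from blood cell RNA here. This holds the more because neither target gene fell past the spread between replicates in the libraries labelled as its deletion. Mipol1, the only lower gene (log2 difference −3.63 ± 0.68), changed against the direction of the blood cell markers. It was not among the 18 that passed after GC correction, where 0 lower genes were called. It was also lost with the replicate block, in a fit of only the groups compared and with voom, with or without weights.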

How the results depend on the processing

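Chosen only after the data were seen were the tests with the background covariate, GC or length trend removed, RLE factors, halved counts, thinned libraries, limma with a pseudocount of 1 and voom without weights; all others were chosen before. Where a value moved, the cause was not tested.

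In MCAO ipsilateral against sham ipsilateral, the count of 0 (1210 at an unadjusted p-value under 0.05) became 1273 with voom sample weights, 220 in a fit of only those groups, 71 with DESeq2, 5 after quantile normalization, 2 with no filter, and 1 each with a pseudocount of 10, the background covariate and the length trend removed. For MCAO ipsilateral against contralateral (0; 526 unadjusted) DESeq2 gave 6. For MCAO against sham contralateral (0; 754 unadjusted) DESeq2 gave 26 and voom sample weights 7. For the sham sides (0; 317 unadjusted) and for the interaction (0; 578 unadjusted) DESeq2 gave 6 and voom sample weights 1. The other alternatives left these counts at 0.

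For the libraries labelled Hdac2 ECKO against MCAO ipsilateral, the count of 2, both higher, became 239 with DESeq2 (100 higher, 139 lower), 32 with voom sample weights, 7 with voom without weights, 10 each with a pseudocount of 0.1, the background covariate and the length trend removed, 6 each with pseudocounts of 10 and 1, 5 with a mean count of at least 50, 4 with RLE factors, and 1 each in a fit of only those groups and with the GC trend removed. With the microglia and leukocyte covariate or that of all non-endothelial markers it was 0 (1336 and 1409 at an unadjusted p-value under 0.05).

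For the libraries labelled Ezh2 ECKO, the count of 250 became 1617 with DESeq2, 606 with a mean count of at least 50, 482 after quantile normalization, 422 in a fit of only those groups, 421 and 390 with pseudocounts of 10 and 1, and 377 with voom sample weights. It fell to 99 with the microglia and leukocyte covariate, 63 with the GC trend removed, 13 with the background covariate and 1 with all non-endothelial markers. The share that rose was 15.6% (39 of 250), but 32.3% with RLE factors (249 lower), 29.3% after quantile normalization (141, 341) and 46.8% with DESeq2 (757, 860). RLE factors kept 238 of the 250 genes and quantile normalization 230.

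For Hdac2 ECKO against Ezh2 ECKO, the count of 21 became 647 with DESeq2, 54 with the background covariate, 48, 39 and 37 with pseudocounts of 0.1, 1 and 10, 38 with no filter, 34 with a mean count of at least 50, 9 with voom without weights, 8 with all non-endothelial markers and 4 with voom sample weights. The share that was higher, 95.2%, became 79.3% after quantile normalization (23 higher, 6 lower) and 57.7% with DESeq2 (373, 274).

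With the replicate number as a block, the count was 12 for Ezh2 ECKO, all lower and all among the 250 (2931 at an unadjusted p-value under 0.05), 9 for Hdac2 ECKO against Ezh2 ECKO, all among the 21, and 2 for Hdac2 ECKO; it was 0 for the other 5 comparisons (1012, 340, 612, 229 and 417 unadjusted, in the order above with the interaction last). Deviations from the group means of same-numbered libraries correlated between −0.052 and 0.092 in the 7 comparisons of 2 groups, so the numbers gave little sign of pairing, and libraries of different groups are from different mice except possibly the sides. A block by mouse for the side comparisons also gave 0 genes (418, 575 and 383 unadjusted, for MCAO sides, sham sides and the interaction).

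Across the fits that each left out 1 library, the counts ranged from 0 to 0 for MCAO against sham ipsilateral, MCAO ipsilateral against contralateral, the sham sides and the interaction, from 0 to 1 for MCAO against sham contralateral, from 0 to 14 for Hdac2 ECKO, from 5 to 280 for Ezh2 ECKO and from 9 to 73 for Hdac2 ECKO against Ezh2 ECKO. The 5 came from leaving out MCAO ipsilateral replicate 1. The log2 fold change of Hdac2 under its label ranged from −0.24 to 0.021 and that of Ezh2 from 0.66 to 1.30. The change of Hdac2, −0.11, reversed to 0.029 with no filter, and to 0.0100 and 0.021 without MCAO ipsilateral replicate 3 and without Hdac2 ECKO replicate 1. In none of these was it past the threshold (adjusted p-values 1, 0.995 and 0.990; 0.761 to 1 over 25 alternatives).

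Of the named genes other than the targets, none reversed, and the threshold was lost in 66 values under other settings and in 65 from fits that left out 1 library. Over 25 alternatives each, Nr4a2 passed in 20 and Nr4a1 in 17, Hba-a1 and Hba-a2 in 24 each, Lcn2 in 20, Ctnnb1 in 17, Bsg in 15 and Nfkbia in 11. The log2 fold change of Nr4a2 ranged from 2.65 to 3.05 (adjusted p-values 3.8e-06 to 0.238) and that of Ctnnb1 from 1.24 to 1.78 (2.7e-04 to 0.206).

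Of the gene list tests, 2 passed, against 23 with camera, 12 after quantile normalization, 12 with the background covariate and 9 with a mean count of at least 50; it stayed at 2 with a pseudocount of 10, a replicate block and the microglia covariate, and ranged from 2 to 5 over fits that left out 1 library. The inflammatory adhesion genes passed with camera in MCAO against sham ipsilateral, Ezh2 ECKO, and Hdac2 against Ezh2 ECKO (adjusted p-values 1.5e-10, 1.3e-04 and 4.0e-07), and in MCAO against sham contralateral (5.8e-07). With a mean count of at least 50 they passed in the first 3 of these (0.0299, 0.0299 and 0.0148), and with the background covariate in MCAO against sham on the ipsilateral side (0.0233) and the contralateral side (0.0243) and in Hdac2 against Ezh2 ECKO (0.0219). Over all alternatives the p-values of the first 3 reached 0.292, 0.180 and 0.203. The Wnt list in Ezh2 ECKO (0.131) passed with camera (0.00268), a mean count of at least 50 (0.0148), quantile normalization (0.0183) and the background covariate (0.0359). It was also lower in MCAO against sham ipsilateral with camera (0.00198), a mean count of at least 50 (0.0427) and quantile normalization (0.0178). With camera it was lower in MCAO against sham contralateral (6.7e-05) and in Hdac2 against Ezh2 ECKO (0.0348). The barrier list in Hdac2 ECKO (0.384) passed with camera (0.0355), a mean count of at least 50 (0.0427) and quantile normalization (0.00164). It was also lower in Hdac2 against Ezh2 ECKO with a mean count of at least 50 (0.0148), quantile normalization (2.7e-04) and the background covariate (0.0233). With quantile normalization it was lower in MCAO against sham ipsilateral (0.0269) and higher in sham ipsilateral against contralateral (9.0e-04). Other lists that passed only under some alternatives, such as those of neurons, fibroblasts and mural cells, are not described one by one. The share of occlusion genes moved back in Ezh2 ECKO, 86.4%, was 80.5% with a pseudocount of 10, and from 81.7% to 90.1% otherwise; in Hdac2 ECKO it ranged from 72.5% to 81.1%. The share of all tested genes that moved the same way was 67.5% to 70.5% for Ezh2 ECKO and 61.9% to 63.5% for Hdac2 ECKO over these alternatives. With a pseudocount of 10 and MCAO ipsilateral replicate 1 held out, the shares were 72.1% against 69.7% and 64.7% against 62.6%, so there was little excess in that round.

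Thinning every library to the smallest total gave 3 called genes for Hdac2 ECKO, 285 for Ezh2 ECKO and 20 for Hdac2 ECKO against Ezh2 ECKO, and halved counts gave 2, 293 and 20. Simulated changes were called more often at 10 CPM or more than over all genes, but the simulation did not vary depth and so does not part depth from spread.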

Other observations

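Apart from the splits of libraries, the tests in this part were chosen only after the pattern they examine was seen, those of red cell genes, receptor gene length, library totals and repeat-like genes also after their own result was seen, as was the limit of 80% above which a covariate is taken to be inseparable from the groups.

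The comparison of the libraries labelled Ezh2 ECKO with MCAO ipsilateral gave 250 genes, and they may owe much to how the libraries were made. With the background level as a covariate, 11 of the 250 still passed, and with each library's trend with GC content removed, 53 did. After removal of the length trend 191 passed, and after thinning to equal totals 244. Over 40 shuffles of the background levels among libraries, a median of 185 genes passed, but the shuffles ranged from 2 to 250 and 6 of the 40 kept as few as the real levels, so the loss may also be the price of an added term. The background level was only partly tied to these groups (45.1% of its variance lay between them). The called genes that fell had a median GC content of 54.5% and length of 2178 bp, and all tested genes 48.4% and 4274 bp; those that rose were lower in GC content and longer (5599 bp) than all tested genes. With the mean of the blood cell markers as a covariate, 0 of the 245 genes outside that list passed, but 97.3% of the variance of that mean lay between the groups, so this fit could not part them. Of the 4 splits of the 6 libraries that part all same-numbered pairs, 1, the real one, gave as many genes, and the others gave 0; over all 10 splits it was also 1. Differences in GC content and background may account for part of the 250 genes, which for background the shuffles leave open. The fit with blood cell markers was uninformative, so it does not tell the 211 genes that fell apart from a loss of blood cell RNA. In Hdac2 ECKO, where globins took 15.0% of the counts, some of these genes also stood below MCAO ipsilateral. Ly6c1 was at 7686 against 14514 CPM, Bsg at 9770 against 22805 and Slc3a2 at 233 against 554. The other named genes that fell, apart from the globins, were lower there too. Being named for strong changes, they do not speak for the 211 as a set. Blood cell markers fell in Ezh2 ECKO (mean log2 change −5.39, 1 of 8 genes higher). Globins took 4.81% of the counts in MCAO ipsilateral libraries. Such a loss would lower blood cell genes and barely raise others, which argues against it for the 39 genes that rose. The corrections for length and library size moved the values little, so genes that pass after them do not rule these causes out.

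The rise of Nr4a1 and Nr4a2 in the libraries labelled Hdac2 ECKO may reflect an immediate early response to handling of the tissue or cells. The 20 other immediate early genes tested rose together (mean log2 change 0.97, 18 of 20 higher, fry p 0.00358, outside the family of 112 tests). With their mean as a covariate, 0 of the 2 genes kept an adjusted p-value under 0.05; 82.2% of the variance of that mean lay between the groups, so this fit is not decisive. Both genes kept it with the background covariate (2 of 2) and after thinning (2 of 2). Of the 4 splits that part all same-numbered pairs, 1, the real one, gave as many genes, and the others gave 0. A response to the deletion and a response to handling cannot be told apart here.

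Globin genes in the libraries labelled Ezh2 ECKO changed by a mean log2 value of −7.43. Red cell RNA carried into the sort in the other groups is a candidate explanation. The red cell genes other than globins did not fall together past the threshold (13 genes, mean log2 change −0.58, 8 of 13 higher, fry p 0.0742), so that test does not bear it out. With the background covariate the globins still differed (mean log2 change −6.71, fry p 4.0e-06). Reads shared within the globin pairs cannot produce a fall of their sum. Neither test gives a cause for the fall.

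MCAO differed from sham over both sides in 26 genes, while each side alone gave 0 (1210 and 754 at an unadjusted p-value under 0.05). All 26 passed with the background covariate, under which 99 genes were called. With the 2 sides of each number summed, 7 of the 26 passed among 8 called, while 1885 genes had an unadjusted p-value under 0.05 against 1554. The loss may come from having fewer samples or from sides of the same mouse having been counted as separate samples; same-numbered sides correlated at only 0.0388 in MCAO and 0.0924 in sham. The immediate early genes did not rise together (mean log2 change 0.15, 10 of 22 higher, fry p 0.814). Their list holds no heat shock genes, so a response of the heat shock genes among the 26 to handling was not tested. Of the 4 splits of the mice by number that part all same-numbered pairs, 1, the real one, gave as many genes, and the others gave 0, a share the design cannot bring under 0.05. The 26 include, chosen after their values were seen, genes of the acute inflammatory response, of which Lcn2 and Lrg1 passed with the sides summed (adjusted p-value 2.6e-04 each) and Serpina3n did not (0.102), and the heat shock genes Hspa1a, Hspa1b, Hspa8 and Hsp90aa1, which did not (0.115, 0.102, 0.145 and 0.174). A hypothesis left open is that the occlusion changes endothelial cells on both sides of the cortex, with the count of calls limited by replication. Microglia and leukocyte markers were also higher in MCAO than in sham, though not past the threshold in fry. Their mean log2 change was 2.47 on the ipsilateral side (12 of 14 higher, adjusted p-value 0.145) and 1.54 on the contralateral side (9 of 14 higher, 0.579). With camera the ipsilateral rise passed (2.0e-05). Whether the 26 genes changed in endothelial cells or in such other cells was not tested.

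Counts on olfactory and vomeronasal receptor genes, used here as a measure of background, rose with the length of the gene. In the libraries with most of this background, the Spearman rho of count and length across receptor genes was at least 0.769, and over all libraries it ran from 0.33 to 0.79. The background level also rose as the total count fell (rho −0.917 over 18 libraries, permutation p 1e-05). It rose with the share of counts on 12 predicted genes chosen after their values were seen (r 0.918, rho 0.981, permutation p 1e-05, the smallest 100000 resamples give; r 0.959 without the 2 libraries farthest from the median and 0.960 within groups). These genes shared a median of 75.9% of their 21-base sequences with one another, against 0% for random genes, took 0.0884% to 11.6% of the counts, and were correlated pairwise at 0.991 or more. Genomic DNA carried into low-input libraries may account for these results, and other sources of reads spread over the genome were not tested. The 12 genes are near-identical and their single values are uncertain. No biological explanation was tested.

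For the 5 comparisons with 0 called genes, 4 of the 4 splits that part all same-numbered pairs gave as many genes, which any count of 0 does by construction, so these splits carry no information on MCAO ipsilateral against sham ipsilateral (1210 genes at an unadjusted p-value under 0.05), against MCAO contralateral (526), MCAO contralateral against sham contralateral (754), the sham sides (317) or the interaction (578).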
